A study of Drosophila erecta with 23 samples. Its data were reported in "Conserved noncoding transcription and core promoter regulatory code in early Drosophila development" (2017).

How the data were processed

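RAMPAGE, an assay that sequences 5'-complete cDNAs and so maps transcription start sites (TSSs) and measures promoter activity, was applied to whole *Drosophila erecta* embryos of the reference genome strain. Embryos were collected in windows of 1 h, from 0-1 h to 22-23 h after egg laying, which gave 23 time points with 1 sample each. There are no replicates at any time point, so no pair of time points was tested against each other, and no replicate pairing applies. All samples were barcoded during reverse transcription and processed as a single library on one sequencing lane, so the labels give no batches.

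The authors mapped the read pairs with STAR to FlyBase release 1.3 of the *D. erecta* genome, called TSS clusters (TSCs, groups of neighbouring TSSs taken as promoters) on the pooled reads of the whole series with their own peak caller, and removed clusters on annotated rDNA. Because the clusters were called on pooled reads, their number says nothing about single time points. The values of both expression tables are RPM as deposited, that is, read numbers scaled to a common library total. In the TSC table the RPM values refer to the reads of all listed TSCs together. The gene table is listed by *D. melanogaster* gene identifiers, and per the authors' methods TSCs and gene assignments were added by orthology before the series were compared between species; its genes hold from 60.3% to 88.2% of the reads that its RPM values refer to. The authors also deposited a gene table called aligned, whose values are a score (a z-score per gene on a fine time grid, after upsampling and smoothing), and a list of TSC positions with a score for each TSC whose meaning is not stated and which was not used further; its other columns, start and end, are the deposited positions. Positions are given 1-based on the scaffolds of release 1.3. No sample column was left unused.

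Every RPM value above 0 was a whole multiple of the value of 1 read, so whole reads were recovered for 100% of the 185320 such values of the gene table and 100% of the 379172 of the TSC table. Reads in TSCs ranged from 142224 at 7-8 h to 13882184 at 0-1 h, with a median of 3402363. At 7-8 h a single read is worth 7.03 RPM, and a count of 0 (an upper limit of 3 reads) allows 21.1 RPM; at 0-1 h the same limit is 0.216 RPM. Intervals of RPM values and of shares of reads are 95% Wilson intervals of read counts and cover counting error only, since reads without molecular identifiers are not independent molecules. Intervals of shares of TSCs or genes are 95% Wilson intervals of the numbers of TSCs or genes. They treat these as independent draws, which they are not, and cover neither counting error nor differences between libraries. Bootstrap intervals are named as such.

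Because the tables hold RPM, change over time was tested with limma (version 3.58.1, trend option) on log2(RPM + 1), with a natural cubic spline of the start hour (4 df) and an F-test of its coefficients; changes are on that scale, which understates the change of low genes. The scatter of time points around the smooth curve serves as the error. Genes or TSCs were kept by filterByExpr of edgeR (version 4.0.16) with a minimum count of 10, and called at a Benjamini-Hochberg adjusted p under 0.05. The quasi-likelihood test of edgeR on the recovered reads was added as an alternative, and DESeq2 (version 1.42.0) was a planned one. TSCs with a maximum of at least 10 RPM were classed as housekeeping (less than 5-fold between highest and lowest time point) or developmentally regulated (at least 60% of the summed RPM inside 8 consecutive time points), the definitions that the study used for *D. melanogaster*. Regulated TSCs were early when their highest time point started before 3 h, late from 16 h on, and intermediate between. Shannon entropy (bits) of a TSC's profile was compared between TSCs with and without an assigned gene, for TSCs with a maximum of at least 2 RPM, and set against 10000 random lists of gene-assigned TSCs matched on mean RPM in 20 bins. Promoter switching was tested for genes with at least 500 reads whose second TSC held at least 10% of them, with a quasi-binomial model of the main TSC's share on a spline of 3 df, over time points with at least 10 reads of both TSCs. Relations across time points used permutation tests (100000 resamples, two-sided). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3, were used.

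The models were tested on simulated data. For limma and the switching model, the simulated scatter was independent between time points and of a fixed size not fitted to the real data. The flat profiles carried counting error only. The counts below hold for those settings and are not error rates of the real tests. Of 200 genes given a change, limma called 197 (98.5%) and 2 unchanged ones among 7961 genes tested. Without 7-8 h it called all 200, but also 19 unchanged ones among 7921 genes tested. The switching model first called 53 unchanged genes among 1195, because read numbers differ widely between libraries; with the weight of a time point capped at 50 reads it called 10, and this cap, chosen after that simulation, was then used. Flat profiles simulated at the real depths for 22632 TSCs gave 20 regulated TSCs, all of them highest at 7-8 h. In 20 draws, 3000 gene-assigned TSCs were relabelled. Their median entropy difference was -0.461 bits before matching, so the draws were not even over the gene-assigned TSCs. After matching, the entropy differed from matched lists by at most 0.0331 bits.

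The main tests and their thresholds, apart from the cap, were fixed before the data were examined, as were most alternatives; the number of matching bins, the number of relabellings in the entropy simulation, the set of late TSCs and the added alternatives were chosen later, some after results had been seen. Alternatives covered filters, pseudocounts, scaling, thinning of reads, class limits and leaving out each time point. TSCs named in the text are, by rule, the 2 regulated TSCs with the highest maximum in each timing class, and the 3 switching genes with the smallest adjusted p and a share change of at least 50 points. The rule also lists genes that the study follows by name. The files do not pair identifiers with names, and none of the identifiers matched the RefSeq gene list of assembly DereRS2. Genes followed by name were therefore not analysed here. A noncoding RNA locus that the study gives by its identifier was not analysed either, and this reason does not cover it. Core promoter motifs by timing class were not analysed here, since no genome sequence of release 1.3 was used.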

Results

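To follow promoter activity through embryogenesis in *D. erecta*, RAMPAGE libraries of 23 consecutive windows of 1 h were examined, each from 1 sample of whole embryos. No value below has a replicate. The assay reads the RNA present, and RNA deposited by the mother was not told apart from RNA made in the embryo. The paper links its Early promoter class to maternally deposited transcripts. Values of the first hours, and their later fall, therefore need not reflect transcription in the embryo. The series comprised 22632 TSCs, of which 13329 were assigned to 8625 annotated genes and 9303 (41.1%, 95% interval 40.5% to 41.7%) to none. Of the genes with a TSC, 2763 (32%) had 2 or more. TSCs had a median width of 43 bp and a median of 239 reads over the whole series. The separate gene table held 8948 genes. The depth of the libraries differed widely, from 142224 reads in TSCs at 7-8 h and 1043634 at 12-13 h to 13882184 at 0-1 h.

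**Figure D1:**
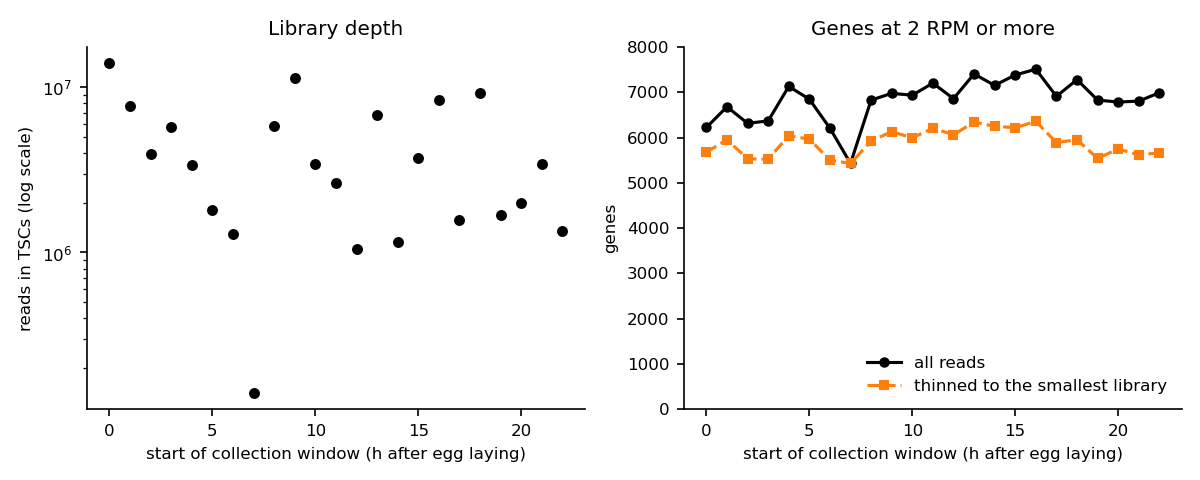
Reads in TSCs (left, log axis) and the number of genes at 2 RPM or more (right) against the start of the collection window in hours, 1 point per library; the dashed line gives the genes after thinning each library to 142925 reads. The 7-8 h library has the fewest reads, 142224, and the fewest genes, 5428.

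The first question was whether the order of the time points is reflected in expression. For 20 of the 23 time points, the highest Spearman correlation across genes was with a time point 1 h away. The exceptions were 6-7 h, 13-14 h and 22-23 h, each nearest to a time point 2 h away. Neighbouring time points had a median rho of 0.938 across genes, which are not independent replicates. The lowest value, 0.874, was between 6-7 h and 7-8 h, whereas 6-7 h and 8-9 h had a rho of 0.941. After thinning all libraries to the smallest, 6-7 h and 7-8 h had a rho of 0.844, above the median of 0.833, and the lowest value, 0.746, was between 21-22 h and 22-23 h. The first and last time points had a rho of 0.546. On the TSC table, 16 of the 23 time points were nearest to a neighbour, the largest departure among the alternatives tried.

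Next, the number of genes detected was set against time. Between 5428 (7-8 h) and 7508 (16-17 h) genes reached 2 RPM. From 17-18 h on, the number lay between 6784 (20-21 h) and 7278 (18-19 h), so it did not rise throughout. It was positively related to the start hour (Pearson r = 0.497, permutation p = 0.0137; Spearman rho = 0.476, permutation p = 0.0236; n = 23). Over the 6 relations computed across time points (12 p-values), the adjusted values were 0.0329 for r and 0.0472 for rho. Without 0-1 h and 22-23 h, the time points farthest from the median hour, r was 0.452 (permutation p = 0.0369) and rho 0.410 (permutation p = 0.0649). The relation depended on the threshold and the depth: at 10 RPM r was -0.430 (permutation p = 0.0414) and rho -0.297 (permutation p = 0.167). That number was also highest within the series, with 5094 genes at 0-1 h, 5310 at 13-14 h and 4411 at 22-23 h. At 1 read r was 0.322 (permutation p = 0.133), and after thinning all libraries to the smallest it was 0.149 (permutation p = 0.493). Neighbouring time points are not independent, which these permutations do not take into account. Depth itself had no detectable linear or monotonic relation with time (r = -0.185, permutation p = 0.403; rho = -0.251, permutation p = 0.248; r = -0.0203 without 0-1 h and 22-23 h). Against log10 of the reads, the number of genes at 2 RPM had r = 0.449 (permutation p = 0.0358, adjusted 0.0614) and rho = 0.182 (permutation p = 0.402, adjusted 0.403), and r fell to 0.246 (p = 0.281) without 0-1 h and 7-8 h, so that relation rested on those libraries.

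The composition of the libraries changed more strongly. The share of reads in the 10 highest TSCs rose from 9.18% at 0-1 h to 37.8% at 19-20 h (r = 0.886 and rho = 0.928 with the start hour, permutation p = 1e-05 for both, the smallest that 100000 resamples can give, adjusted 4e-05; r = 0.859 without 0-1 h and 22-23 h). The share of reads in the gene table fell from 88.2% at 0-1 h to 60.3% at 22-23 h (r = -0.826, permutation p = 1e-05, adjusted 4e-05; rho = -0.760, permutation p = 6e-05, adjusted 0.00018; r = -0.779 without the same time points). Reads in TSCs without a gene made up from 7.12% (21-22 h) to 15.5% (10-11 h) of a library. A single TSC held 30.5% of all such reads, with 1.49% (21-22 h) to 5.72% (6-7 h) of a library, and its part was not separated here. The summed share of TSCs without a gene was highest in the middle of the series and lay between 7.12% and 8.52% in each library from 18-19 h on. A linear or monotonic trend, which cannot describe such a course, was not detectable (r = -0.223, permutation p = 0.306; rho = -0.226, permutation p = 0.299; adjusted 0.367 for both; r = -0.283 without the same time points).

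Expression changed over time for 7477 of 8367 genes tested (89.4%) and for 13082 of 14966 TSCs tested (87.4%), by limma with a Benjamini-Hochberg adjusted p under 0.05. The fitted curves spanned a median of 2.78 on the log2 scale for genes, against a median residual SD of 0.615. The stricter limit of an adjusted p under 0.001 moved the counts most among the alternatives, to 5734 genes and 9378 TSCs. The quasi-likelihood test of edgeR on the recovered reads called 6747 genes with TMM factors, 6437 of them shared with limma, and 11780 TSCs, 11061 of them shared. By library total, the scaling used with limma, edgeR called 7724 genes and 13636 TSCs. Of the changing genes, 2502 (33.5%) had a fitted value that was higher at the end of the series than at its start, and 4975 a lower one. That split depended on the scaling: with TMM factors, which shifted log2 values by between -0.58 (7-8 h) and 0.85 (21-22 h), 3218 of 6621 changing genes (48.6%) were higher at the end. For TSCs, the shares were 38.7% by library total and 45.9% with TMM factors.

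A set of 337 late TSCs was defined, after the data were seen, by a mean of at least 50 RPM over 20-23 h and less than 5% of that mean at 6-7 h and over 8-11 h. Relative to their mean over 20-23 h, these TSCs had a median level of 0.987% at 3-4 h, 19.1% at 4-5 h, 11.7% at 5-6 h and 0% at 6-7 h. They held 382702 reads (11.3% of the library) at 4-5 h and 126640 reads (6.98%) at 5-6 h, but 511 reads (0.0394%) at 6-7 h. Of the 337, 99.7% were higher at 4-5 h than at both 3-4 h and 6-7 h, and 99.7% were so at 5-6 h. Values at 4-5 h and 5-6 h below carry this signal.

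**Figure D2:**
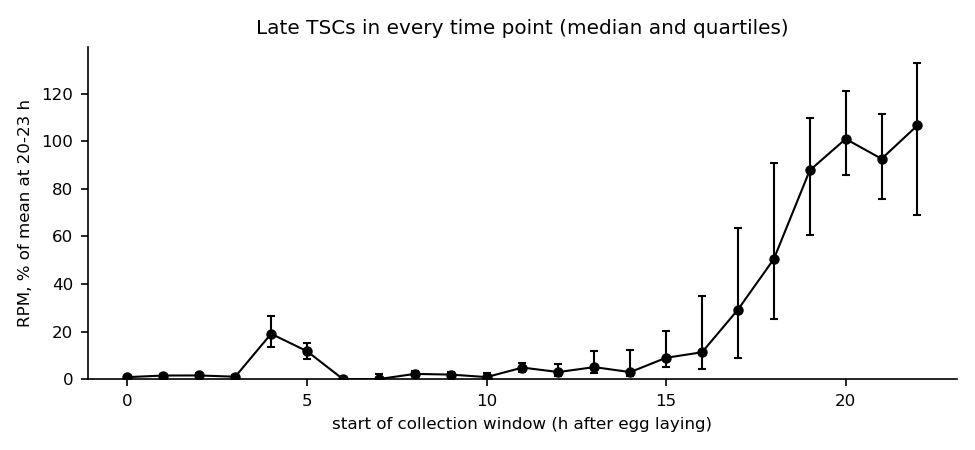
Level of 337 late TSCs in each library (vertical axis, RPM as a percentage of the TSC's own mean over 20-23 h) against the start of the window in hours; points are medians and bars span the quartiles over TSCs. The medians at 4-5 h (19.1%) and 5-6 h (11.7%) stand above those at 3-4 h (0.987%) and 6-7 h (0%).

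Promoters were then divided by how steadily they were used. A maximum of at least 10 RPM was reached by 11536 TSCs. Of these, 575 (4.98%, 95% interval 4.60% to 5.40%) varied less than 5-fold and were classed as housekeeping, 5740 (49.8%, 48.8% to 50.7%) were developmentally regulated, and 5221 were neither. A gene was assigned to 95.1% of the housekeeping and 68.3% of the regulated TSCs. The 7-8 h library weighed on the housekeeping class. At its depth, 4078 of the 11536 TSCs had 0 reads there, and 398 reached 10 RPM nowhere else, 254 of them with 2 reads. Without 7-8 h there were 723 housekeeping and 5975 regulated TSCs; all 575 and 5335 of the 5740, respectively, were again in their class. Leaving out any single time point raised the regulated count, to between 5899 and 6411, so its rise was not particular to 7-8 h. The housekeeping count rose to 2080 with a running mean over 3 time points, the largest move in number, and fell to 72 with the limit of less than 3-fold, the largest as a ratio.

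By the hour of their highest RPM, 957 regulated TSCs (16.7%, 95% interval 15.7% to 17.7%) were early, 2777 (48.4%, 47.1% to 49.7%) intermediate and 2006 (34.9%, 33.7% to 36.2%) late. The most frequent hour was 7-8 h, with 717 TSCs that had a median of 3 reads there, followed by 22-23 h with 637 and 0-1 h with 537. Without 7-8 h, 1253 of the 5975 regulated TSCs were early, 2690 intermediate and 2032 late. The split depended on the scaling and on how timing was measured. With TMM factors the late share was 48.9% and the intermediate share 34.7%, and by the centre of mass of the profile the early share was 2.86%.

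**Figure D3:**
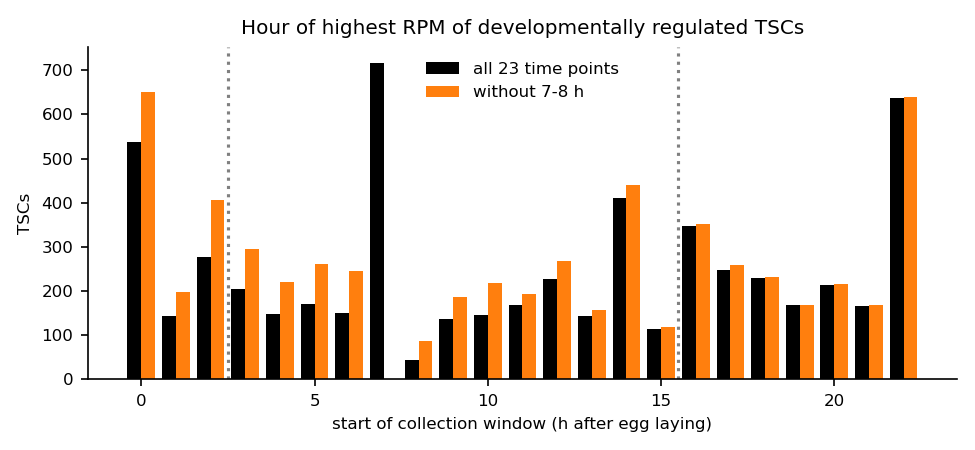
Number of developmentally regulated TSCs (vertical axis) by the start in hours of the window where their RPM was highest, for all 23 time points (black) and without 7-8 h (orange); dotted lines part early, intermediate and late. The black bar at 7-8 h stands for 717 TSCs, against 150 at 6-7 h and 43 at 8-9 h.

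The highest regulated TSCs of each class illustrate the range. All 6 were assigned to genes, and their positions are on the scaffolds of release 1.3. The highest early TSC (scaffold 4784, 17060595 to 17060701, minus strand) reached 5665 RPM (95% interval 5591 to 5740) at 2-3 h and was down to 304 RPM at 22-23 h. The next early TSC (scaffold 4784, 9369593 to 9369632, minus strand) fell from 4153 RPM (4120 to 4187) at 0-1 h to 11.9 RPM, or 16 reads, at 22-23 h. The highest intermediate TSC (scaffold 4845, 17530105 to 17530218, minus strand) rose from 117 RPM at 0-1 h to 53030 RPM (52800 to 53260) at 15-16 h. With a running mean over 3 time points its highest hour was 16-17 h, which falls in the late class. The other intermediate TSC (scaffold 4784, 1305535 to 1305796, minus strand) reached 17660 RPM (17430 to 17900) at 14-15 h, though with TMM factors or a running mean its highest hour was 13-14 h. Both late TSCs lay on the minus strand of scaffold 4784. One (8824985 to 8825378) reached 121800 RPM (121400 to 122100) at 21-22 h, and the other (8822442 to 8822606) 120500 RPM (120000 to 121100) at 22-23 h. They belong to a block of 4 late TSCs on that strand, and whether reads are shared between similar genes there was not tested. Their levels were not smooth in time: the former had 1190 RPM at 3-4 h, 14280 RPM at 4-5 h and 24.7 RPM at 6-7 h. Adjusted p-values from limma for these 6 TSCs ranged from 1.09e-09 to 0.000438.

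**Figure D4:**
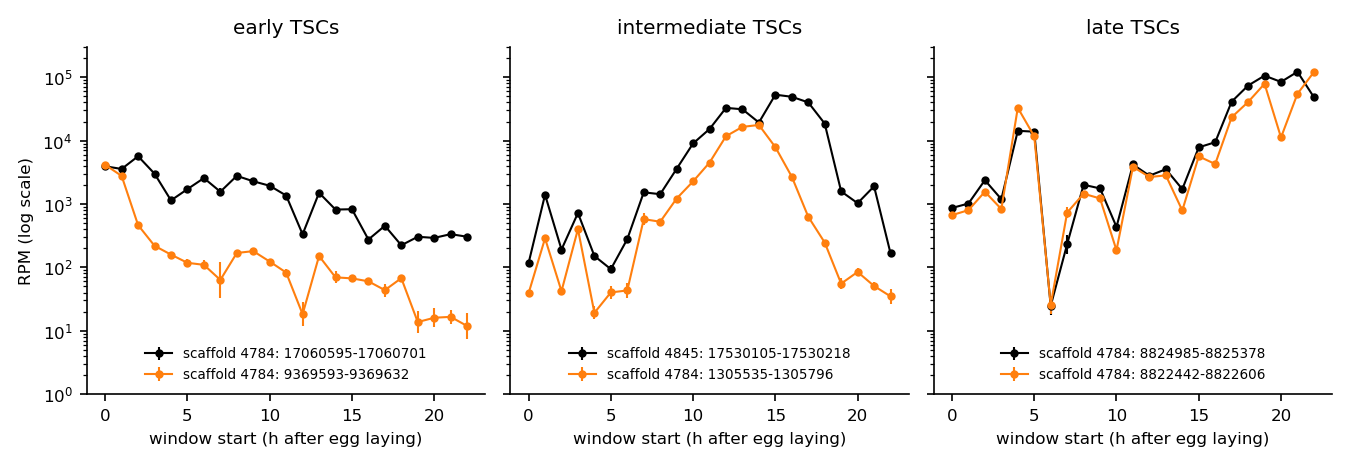
RPM (log axis) of the 2 highest regulated TSCs of each timing class against the start of the window in hours, 1 point per library with 95% Wilson intervals of the read counts. The late TSCs exceed 120000 RPM at their highest and also rise at 4-5 h, to 14280 and 32970 RPM.

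To ask whether TSCs without a gene were more restricted in time, the entropy of the profiles was compared. Among TSCs with a maximum of at least 2 RPM, the median entropy was 3.27 bits for 6743 TSCs without a gene and 4.02 bits for 12018 with one, a difference of -0.754 bits (bootstrap 95% interval -0.779 to -0.731). TSCs without a gene were weaker, with a median mean level of 1.09 RPM against 11.1 RPM. Against lists of gene-assigned TSCs matched on mean RPM, whose median was 3.50 bits, the difference was -0.238 bits, at percentile 0 of 10000 lists. As TSCs are not replicates, no p-value is given. Thinning each TSC to 100 reads reduced the unmatched difference most, to -0.248 bits.

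Genes with a pair of well-used TSCs were tested for a change in the balance between them. Of 839 such genes, 835 could be tested and 472 (56.5%) changed at an adjusted p under 0.05 by the quasi-binomial model; 224 of these changed by at least 50 percentage points in the fitted share of the main TSC. At an adjusted p under 0.001 there were 295. Across the tested genes, the RPM profiles of the main and second TSC had a median correlation of 0.431 over time points, and the correlation was negative for 187 genes. In the gene with the smallest adjusted p among those that changed by at least 50 points (2.12e-10), on the minus strand of scaffold 4784, the main TSC (5541957 to 5542011) held 98.6% of 434 reads at 0-1 h (95% interval 97% to 99.4%) and 2.33% of 43 reads at 14-15 h (0.412% to 12.1%), while the second TSC (5544126 to 5544194) took over; the fitted change was 93.4 points. In a gene on the plus strand of scaffold 4644 (adjusted p = 2.08e-09), the main TSC (9914 to 10183) went from 99.3% of 1053 reads at 0-1 h (98.6% to 99.7%) to 44.3% of 79 reads at 22-23 h (33.9% to 55.3%), the second TSC lying at 12992 to 13072. In a gene on the plus strand of scaffold 4845 (adjusted p = 2.77e-09), the main TSC (10707043 to 10707113) lay 337 bp from the second (10706706 to 10706780) and rose from 2.09% of 764 reads at 0-1 h (1.29% to 3.38%) to 92.4% of 462 reads at 15-16 h (89.7% to 94.5%). Its share was lower again at the end, with 54% of 50 reads at 22-23 h (40.4% to 67%).

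**Figure D5:**
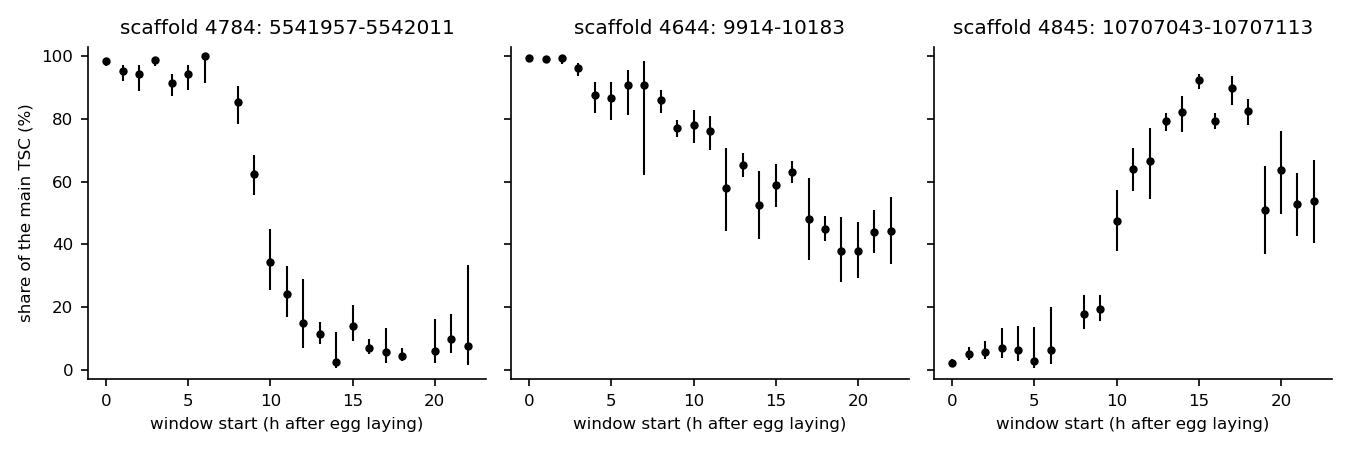
Share of the main TSC in the reads of the main and second TSC (vertical axis, percent, with 95% Wilson intervals) against the start of the window in hours, for 3 genes titled by the position of the main TSC; libraries with fewer than 10 reads are left out. The share falls in the first and second gene and in the third rises from 2.09% to 92.4% at 15-16 h before it returns to 54% at 22-23 h.

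Finally, the deposited aligned gene table was compared with the unaligned one, with its time grid read as evenly spaced over the series. For 8947 genes, the hour of the highest value differed by a median of 0 h (quartiles -0.263 and 0.140 h), and 85.7% of genes were within 1 h. The grid column that best matched each library across genes departed from an even spacing by at most 0.351 h. An even stretch of the clock would not be seen in this comparison.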

Values the study reported

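In *D. melanogaster*, the study attributed 82% of TSCs to annotated genes and left 18% without one. For that species it also gave 11,900 TSCs with a maximum of at least 10 RPM, of which 587 were classed as housekeeping and 6,015 as developmentally regulated. Between its *D. melanogaster* replicates, the study gave a Pearson R^2 of 0.92 for TSCs with a maximum of at least 10 RPM.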

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

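Some alternatives were chosen after the data were seen. They were scaling by TMM factors in the tests over time and in the timing shares, and leaving out the reads of the highest TSCs. Leaving out 4-5 h and 5-6 h was chosen then too. So was thinning in the timing shares, in the search for nearest time points and to the second smallest library. The edgeR test with TMM factors, the switching test without a cap and both alternatives for named TSCs were also chosen then. Where a result moved below, the cause was not tested unless a cause is named.

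The counts of changing genes and TSCs stayed within 1.5 times the main counts under the alternatives tried, from 5734 to 7849 genes and from 9378 to 16046 TSCs, and from 7220 to 7732 genes and 12639 to 13536 TSCs across the 23 fits that each left out one time point. DESeq2 called 6960 genes and 12260 TSCs. The share of changing genes higher at the end was 48.6% with TMM factors, 41.6% without the reads of the highest TSCs and 34.6% with a pseudocount of 0.1. For TSCs it was 45.9% with TMM factors and 45.8% without the reads of the highest TSCs. TMM factors centre most values by construction, so a share nearer to equality follows from that choice.

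Of the relation between genes detected and time, only the direction at 10 RPM reversed (r = -0.430, permutation p = 0.0414; rho = -0.297, permutation p = 0.167). It was weaker at 1 read (r = 0.322, permutation p = 0.133) and after thinning to the smallest library (r = 0.149, permutation p = 0.493), where the 7-8 h depth limits what can be detected. By r it stayed past 0.05 without 4-5 h and 5-6 h (r = 0.564) and in each of the 23 fits without one time point (r from 0.444 to 0.548). By rho it did not without 0-1 h (permutation p = 0.0559), 1-2 h (0.0537), 2-3 h (0.0542) or 3-4 h (0.0542), nor without both the first and last time points (0.0649). Of the 23 time points, 20 were nearest to a neighbour under each other setting on genes, and 16 on TSCs.

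Housekeeping TSCs numbered 946 with TMM factors, 2080 with a running mean over 3 time points and 203 after thinning to the smallest library. With limits of less than 3-fold and 10-fold there were 72 and 2077, as the limits alone dictate. Leaving out one time point gave 580 to 723. Regulated TSCs numbered 3615 at a maximum of 25 RPM and 11121 at 2 RPM, 8625 after thinning, 3622 with 6 time points in place of 8 and 2415 with at least 80% of the summed RPM. Leaving out one time point gave 5899 to 6411, all above the main count, because 8 time points are then a wider part of the series.

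The timing shares moved under most settings. The early, intermediate and late shares were 11.9%, 44.1% and 44.1% with boundaries at 2 and 14 h, 20.2%, 55.2% and 24.6% at 4 and 18 h, and 2.86%, 69.3% and 27.9% by the centre of mass. They were 20.5%, 42.8% and 36.7% with a running mean. At a maximum of 25 RPM the early share was 19.8% and the intermediate share 44.8%. With TMM factors the intermediate share was 34.7% and the late share 48.9%; after thinning these were 53.4% and 29.8%. Without 4-5 h and 5-6 h the early share was 21.3% and the late share 29.2%. Across the 23 fits that each left out one time point, the early share ranged from 14.5% (without 0-1 h) to 20.97% (without 7-8 h), the intermediate share from 45.02% (without 7-8 h) to 52.1% (without 16-17 h) and the late share from 30.4% to 34.6%.

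The entropy difference kept its sign in each setting tried. It was -0.482 bits at a maximum of 10 RPM, -0.374 at 25 RPM, -0.248 with each TSC thinned to 100 reads, -0.475 on raw reads and -0.719 without 4-5 h and 5-6 h. It ranged from -0.796 to -0.711 across the 23 fits without one time point.

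Switching was called for 295 genes at an adjusted p under 0.001 and for 224 with a change of at least 50 points, both stricter by construction. Without the cap of 50 reads there were 507, of which 459 were shared, and leaving out one time point gave 444 to 472. The 3 named genes stayed called in each setting run for them. For the 6 named TSCs, all 12 maxima recomputed with TMM factors or a running mean moved beyond their counting error. The planned comparison of core promoter motifs by timing class was not run, so its alternatives have no value.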

Other observations

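The tests of the 7-8 h maxima and of the housekeeping TSCs lost there, of TSC width against reads, of late-stage RNA mixed into a library, of early activity of single late genes and of the aligned clock were chosen only after the result was seen.

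Only 1 of 100 orders of the time points, the real one, gave as many changing genes, and the same held for TSCs (1 of 100). Shuffled orders gave a median of 0 genes and at most 3323, and at most 4849 TSCs. Neighbouring time points share their place in development, so this tests order, not independent replication.

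The 4-5 h and 5-6 h libraries hold reads of promoters that are otherwise late. Single late genes that became active early would leave most of the set unchanged, but 99.7% of the 337 late TSCs were higher at 4-5 h than at both 3-4 h and 6-7 h. A leak between all barcodes of the pool would reach every early library, but 6-7 h held only 511 reads of these TSCs, against 382702 at 4-5 h. The set was defined as low at 6-7 h, which fixes part of both comparisons. From 0-1 h to 3-4 h, these TSCs held between 0.476% (0-1 h) and 1.04% (2-3 h) of a library. A weak leak into those libraries was therefore not excluded. The 6-7 h value argues only against a leak of the size seen at 4-5 h. A block of 4 TSCs around the highest late ones, which were chosen without regard to 6-7 h, held 5.29% of reads at 4-5 h and 0.00694% at 6-7 h. Late-stage RNA mixed into the 4-5 h library foresees that 93 other TSCs, highest at 11 to 14 h, reach 4.24% of their own level there. They reached 3.97% (bootstrap 95% interval over TSCs 2.68% to 5.25%), against 1.64% at 3-4 h and 6-7 h. These 93 TSCs were chosen to lie below 5% of their level at both 3-4 h and 6-7 h, but were free at 4-5 h. Part of the excess over 1.64% is therefore fixed by that choice. Across the late TSCs, the 4-5 h values correlated best with 20-21 h among the later libraries (r = 0.907 across TSCs, which are not independent replicates). A candidate explanation is that RNA of late embryos, from older embryos in the collections or from an exchange between specific samples, is present in these libraries. These tables hold no value that separates the sources, and a shared early pulse of the late programme was not tested separately.

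The peak of 717 regulated TSCs at 7-8 h may be partly counting error. When 8-9 h was thinned to the depth of 7-8 h, with 7-8 h left out, TSCs highest there rose from 86 to a median of 439 over 20 draws (390 to 479). Whether counting error is the whole excess was not decided. Thinned in the same way, the 20 libraries other than 7-8 h and the first and last held between 439 and 745.5 TSCs highest there, with a median of 551.5, and 1 of the 20 held as many as 7-8 h. The loss of housekeeping TSCs stays open too. Adding 7-8 h cost 148 of them, and adding 1 of the 20 thinned libraries cost between 69 and 200, with a median of 92.5; 4 of the 20 cost as many. A change in the embryos at that hour was not tested.

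The lower entropy of TSCs without a gene was largely a matter of level: against lists matched on mean RPM, the difference shrank from -0.754 to -0.238 bits. The part that remained lay beyond the largest difference of relabelled lists, 0.0331 bits, so fewer reads were not the whole cause. Some of these TSCs could be promoters of genes that the assignment missed. The gene table allows a test: of 8554 genes compared, 5759 had exactly the summed reads of the TSCs of a gene, 209 exactly those of 1 unassigned TSC, and 87 those of a gene plus 1 unassigned TSC. The 276 unassigned TSCs linked to a gene in either of the last ways, with at least 2 RPM, differed from matched gene-assigned lists by -0.354 bits, at least as much as the 6467 others (-0.231 bits). A further 2499 genes had no such equal, so the 6467 others may include missed gene promoters too. Low entropy therefore did not set the linked TSCs apart from the others, and it does not show what the others are. No biological explanation was tested.

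The share of TSCs without a gene was 41.1%. That is higher than the value quoted from the study above, which is for *D. melanogaster* and is given without an expression limit. The paper names annotation quality and peak calling as differing between species, and describes a correction for this before the series were aligned. Whether such differences account for the gap was not tested here. Within the *D. erecta* series, the share depended on level: among TSCs with a maximum of at least 10 RPM, 2296 of 11536 had no gene, and 80.1% were assigned to one. That dependence does not explain the gap between species, since no share at the same limit was available for *D. melanogaster*.

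Late regulated TSCs were narrower, with a median of 35 bp against 99 bp for early and 81.5 bp for intermediate ones, all without 7-8 h. Lists of other regulated TSCs matched on reads had a median of 82 bp, so fewer reads were not the cause. Nor were unassigned TSCs, since late gene-assigned TSCs had a median of 39 bp against 90 bp in matched lists. More focused initiation at late promoters is a hypothesis that was not tested, as no sequence was used.

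More changing genes were lower at the end than higher, and reads taken by a few late TSCs could produce this. Without the reads of the 40 highest TSCs, which took 12.7% of reads at 0-1 h and 47.4% at 19-20 h, 41.6% (95% interval 40.4% to 42.7%) of changing genes were higher at the end, against 33.5% with them. Leaving those reads out brought the share nearer to equality but not to it. Nothing in the data fixes equality as the share to be reached, and only 40 TSCs were left out. The 337 late TSCs held 53.1% of reads at 19-20 h. How far reads taken by late TSCs explain the split was therefore not decided. How much total RNA an embryo held at each hour was not measured.

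The rise in detected genes was not explained by depth among the 22 libraries other than 7-8 h, since r was 0.542 after thinning them to one depth. This holds at 2 RPM, and at 10 RPM the direction was opposite. Whether a developmental change is behind the relation at 2 RPM was not tested.

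For the straight course of the aligned table, a candidate explanation is that the table keeps the series' own clock. It has 5 grid columns per time point of the series, the number that the authors' upsampling gives, and the first and last libraries match its first and last columns. The best-matching columns departed from a straight line by at most 0.351 h. The paper states that all series were aligned to *D. melanogaster*, mainly by expanding or compressing them in a largely linear way. A clock stretched evenly over the same number of columns would look alike and was not excluded.

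The highest TSC without a gene, chosen after its values were seen, lies on scaffold 4690 (852314 to 852345). It held between 1.49% (21-22 h) and 5.72% (6-7 h) of a library, 30.5% of all reads without a gene, and was the highest TSC in 15 time points. Its identity was not analysed here.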
